# Pyridoxine induces glutathione synthesis via PKM2-mediated Nrf2 transactivation and confers neuroprotection

**DOI:** 10.1038/s41467-020-14788-x

**Published:** 2020-02-18

**Authors:** Yao Wei, Ming Lu, Meng Mei, Haoran Wang, Zhitao Han, Miaomiao Chen, Hang Yao, Nanshan Song, Xiao Ding, Jianhua Ding, Ming Xiao, Gang Hu

**Keywords:** Inflammation, Parkinson's disease

## Abstract

Oxidative stress is a major pathogenic mechanism in Parkinson’s disease (PD). As an important cellular antioxidant, glutathione (GSH) balances the production and incorporation of free radicals to protect neurons from oxidative damage. GSH level is decreased in the brains of PD patients. Hence, clarifying the molecular mechanism of GSH deficiency may help deepen our knowledge of PD pathogenesis. Here we report that the astrocytic dopamine D2 receptor (DRD2) regulates GSH synthesis via PKM2-mediated Nrf2 transactivation. In addition we find that pyridoxine can dimerize PKM2 to promote GSH biosynthesis. Further experiments show that pyridoxine supplementation increases the resistance of nigral dopaminergic neurons to 1-methyl-4-phenyl-1,2,3,6-tetrahydropyridine (MPTP)-induced neurotoxicity in wild-type mice as well as in astrocytic Drd2 conditional knockout mice. We conclude that dimerizing PKM2 may be a potential target for PD treatment.

## Abstract (web summary)

Dopamine agonists increase brain glutathione levels. Here the authors identify noncanonical signalling by Nrf2 as a potential mechanism for the neuroprotective effects of dopamine D2 receptor activation.

## Introduction

Parkinson’s disease (PD), which is characterized by a profound loss of substantia nigra pars compacta (SNc) dopaminergic neurons, is the most common neurodegenerative movement disorder^1,2^. Oxidative stress, defined as the overproduction of reactive oxygen species (ROS), is widely considered a major pathogenic mechanism of PD for at least three reasons. First, substantial oxidative damage to nucleic acids, lipids, and proteins has been detected in many PD models as well as in the SNc of PD patients^3–5^. Second, not only environmental factors such as 1-methyl-4-phenyl-1,2,3,6-tetrahydropyridine (MPTP) and rotenone but also familial genes such as *SNCA* (PARK1), *Parkin* (PARK2) and *DJ-1* (PARK7) lead to PD pathogenesis partially by inducing overwhelming ROS production^6–8^. Third, dopaminergic neurons have increased vulnerability to oxidative stress because they produce a large amount of dopamine, which can be oxidized by ROS, subsequently resulting in lysosomal dysfunction and α-synuclein accumulation^9^. Hence, the detoxification of brain ROS is an essential task for PD treatment.

Glutathione (GSH), a ubiquitous thiol tripeptide, is an important antioxidant in the brain^10,11^. Glutamate-cysteine ligase (Gcl) is the rate-limiting enzyme in GSH synthesis and condensing glutamine and cysteine into γ-glutamylcysteine, which is then combined with glycine in a reaction catalyzed by GSH synthase to form GSH^10^. GSH serves as an electron donor to reduce ROS and is oxidized into glutathione disulfide (GSSG). GSSH can then be regenerated to GSH by acquiring electrons from NADPH through a reaction catalyzed by glutathione reductase (GR)^12^. Thus, the total GSH level in the brain determines the ROS buffering capacity and protects neurons from oxidative damage. Unfortunately, accumulating evidence indicates that GSH is greatly decreased in the brains of PD patients, increasing the vulnerability of neurons to oxidative stress^13–16^. Hence, clarifying the mechanism underlying the GSH decline and trying to restore the GSH level are very important in PD treatment.

As antiparkinsonian medications, dopamine agonists have been reported to induce GSH biosynthesis in the brain^17–19^, indicating that dopamine receptors modulate GSH synthesis. Dopamine receptors are expressed in both neurons and glial cells^20–22^. However, functional research on dopamine receptors has focused on neurons because dopamine is a well-known neurotransmitter. The function of astrocytic dopamine receptors was long overlooked until we recently reported that activation of the astrocytic dopamine D2 receptor (DRD2) can suppress neuroinflammation in PD^23,24^. Because GSH is mainly synthesized in astrocytes in the brain^25–27^ and dopamine receptors on astrocytes are functional, we hypothesized that astrocytic dopamine receptors regulate GSH synthesis.

Pyruvate kinase (PK) is the final rate-limiting enzyme in glycolysis and catalyzes the conversion of phosphoenolpyruvate to pyruvate^28^. The four PK isoforms in mammals are encoded by two genes. The *PKLR* gene encodes PKL and PKR, which are expressed in the liver and erythrocytes, respectively, and the *PKM* gene encodes PKM1 and PKM2, both of which are expressed in various types of cells and tissues^29^. In recent years, in addition to its pyruvate kinase function, PKM2 has sparked considerable interest for its noncanonical function, which regulates gene expression as a transcription factor coactivator of Hif-1α, β-catenin, and p53^30–32^ or phosphorylates proteins as a protein kinase^33–36^.

In the current study, with the help of pharmacological methods and animal models, we demonstrate that astrocytic DRD2 induces GSH synthesis via PKM2-mediated Nrf2 transactivation. Our results indicate a vicious cycle of decreased dopamine release—DRD2 signaling deficiency—decreased GSH synthesis—oxidative stress—dopaminergic neuron death in the progression of PD. We selecte PKM2 as a target to restore GSH levels and further find that pyridoxine can dimerize PKM2 to promote GSH biosynthesis. Animal experiments show that pyridoxine treatment increases the resistance of nigral dopaminergic neurons to MPTP-induced neurotoxicity in wild-type mice as well as in astrocytic *Drd2* conditional knockout mice. These findings uncover a new function of PKM2 and provide a potential therapeutic strategy for PD treatment beyond targeting dopamine receptors.

## Results

### Astrocytic DRD2 facilitates GSH synthesis via Nrf2 activation

To study whether dopamine receptors on neurons or astrocytes induce GSH synthesis, we treated primary neurons and astrocytes for 24 h with the typical dopamine agonist cabergoline, which has been reported to increase brain GSH levels^19^. Different concentrations of cabergoline stimulation did not alter GSH levels in neurons. However, cabergoline concentrations over 10 μM significantly enhanced GSH production in astrocytes (Fig. 1a). Subsequently, GSH levels were measured in astrocytes stimulated with 10 μM cabergoline for different times, and the level of GSH was appreciably increased after 12 h (Fig. 1b). These results indicate that activation of dopamine receptors on astrocytes rather than those on neurons facilitates GSH biosynthesis. Because cabergoline binds with low affinity to dopamine D1 receptor (DRD1) and high affinity to DRD2^37^, we pretreated primary astrocytes with the DRD1 antagonist SCH23390 and the DRD2 antagonist sulpiride separately to determine which subtype of dopamine receptor promotes GSH production. Only sulpiride pretreatment diminished cabergoline-induced GSH synthesis (Fig. 1c), indicating that astrocytic DRD2 activation increases GSH levels.

**Fig. 1:**
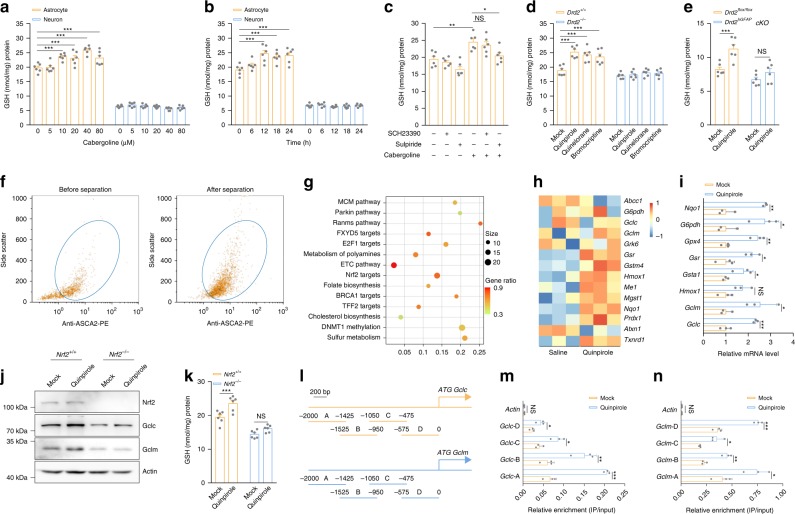
Astrocytic DRD2 facilitates GSH synthesis via Nrf2 activation. **a** GSH levels in astrocytes and neurons after treatment with 0, 5, 10, 20, 40, or 80 µM cabergoline for 24 h. **b** GSH levels in astrocytes and neurons after treatment with 10 µM cabergoline for 6, 12, 18, or 24 h. **c** GSH levels in astrocytes treated with 10 μM cabergoline for 12 h after pretreatment with SCH23390 (10 μM) or sulpiride (10 μM). **d** GSH levels in astrocytes from wild-type mice or *Drd2*-knockout mice after quinpirole (10 μM), quinelorane (20 μM), or bromocriptine (40 μM) treatment for 12 h. Six independent experiments per condition in **a**–**d**. **e** Striatal GSH levels in *Drd2*^*flox/flox*^ mice and *Drd2*^*hGFAP*^*cKO* mice after 5 mg kg^−1^ quinpirole administration for 7 days. *n* = 6 mice per group. **f** Representative dot plots of ACSA-2 labeling of astrocytes (gated in blue circles) collected after microbead kit separation. **g**, **h** Gene set enrichment analysis of upregulated pathways (**g**) and heat map of the expression of Nrf2 targets (h) identified by RNA sequencing in astrocytes from mice after quinpirole administration. **i** Astrocytes were treated with 10 μM quinpirole, and Nrf2 target expression was determined by qRT-PCR. Three independent experiments per condition. **j**, **k** Immunoblotting with actin as a loading control (**j**) and GSH levels (**k**) in wild-type and *Nrf2*-null astrocytes after 10 μM quinpirole treatment. Immunoblotting: three independent experiments; GSH assay: six independent experiments. **l** Diagram of the *Gclc* and *Gclm* promoters showing the locations of the different fragments tested. The numbers indicate the base pairs upstream of the transcriptional start site. **m**, **n** ChIP assays showing enrichment of the *Gclc* (m) and *Gclm* (**n**) promoters in DNA isolated from astrocytes treated with 10 μM quinpirole and precipitated with anti-Nrf2 antibodies. Three independent experiments per condition. Data are presented as the mean ± s.e.m. *P < 0.05, **P < 0.01, ***P < 0.001, NS, not significant. One-way ANOVA with Tukey’s multiple comparisons test (**c**), two-way ANOVA with Dunnett’s multiple comparisons test (**a**, **b** and **d**) or with Sidak’s multiple comparisons test (**e**, **k**), Student’s two-tailed unpaired *t*-test (**i**, **m** and **n**). Source data are provided as a Source Data file.

To validate the effects of DRD2 on GSH, we treated astrocytes from wild-type mice and *Drd2*-knockout mice with three selective DRD2 agonists: quinpirole, quinelorane, and bromocriptine. All agonists increased GSH levels in wild-type astrocytes but failed to affect GSH levels in *Drd2*-null astrocytes (Fig. 1d and Supplementary Fig. 1a–c). Next, we crossed *Drd2*^*flox/flox*^ mice with the human GFAP (hGFAP)-Cre recombinase transgene to generate astrocytic *Drd2* conditional knockout mice. We treated *Drd2*^*flox/flox*^ and *Drd2*^*flox/flox*^*::hGFAP-Cre* (hereafter referred to as *Drd2*^*hGFAP*^*cKO*) mice with 5 mg kg^−1^ quinpirole for 7 days. In *Drd2*^*flox/flox*^ mice, striatal GSH was upregulated after quinpirole administration. In contrast, ablation of *Drd2* did not result in significant alterations in GSH levels (Fig. 1e). These findings demonstrate that astrocytic DRD2 activation promotes GSH synthesis in vitro and in vivo.

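Astrocytes were isolated from the brains of 3-month-old wild-type mice that had received saline or quinpirole, an agonist of DRD2, and their mRNA was sequenced in paired-end reads, with 3 libraries per group. ACSA-2, the surface antigen recognized by the microbeads, is encoded by *Atp1b2*. The sample labels call the control mice mock-treated, whereas Fig. 1h and Supplementary Data 1 call them saline. The authors trimmed adaptors and low-quality reads, mapped the reads with TopHat2, kept reads with a perfect match or 1 mismatch, and deposited 1 FPKM value, a number of fragments divided by transcript length and library depth, per gene and library. The tables list 17193 Ensembl gene identifiers, of which 17090 were matched to a gene symbol. They hold no read counts, so depth was estimated from the lowest FPKM values of 1254 genes with 1 annotated transcript and an exonic length of at least 2000 nucleotides, because these values multiplied by the length rise in steps of 1 fragment. The steps gave 26400000, 27700000 and 25400000 fragments for saline libraries 1 to 3, and 26700000, 25400000 and 22300000 fragments for quinpirole libraries 1 to 3. Between 57.4% and 67.3% of the low values in a library lay within 0.1 of a whole number of fragments. Chance would give 20% for a step fixed in advance. The step was chosen to fit these same values, so its own chance level is higher and was not estimated. The FPKM values of a library summed to between 401769 and 413730 in the saline group and to between 425244 and 437164 in the quinpirole group.
Expression was compared on the scale of log2(FPKM + 1) for the 12255 genes with a mean FPKM of at least 1. Because of the added 1, the fold changes of weakly expressed genes are understated. With limma (empirical Bayes with a mean-variance trend), 1339 genes had a Benjamini-Hochberg adjusted p-value under 0.05 between quinpirole and saline, 704 of them higher and 635 lower after quinpirole. Of these, 38 changed by at least 1.5 times, 7 of them higher and 31 lower. The number of genes past the threshold varied widely when single libraries were left out in turn, from 3 to 1182 genes. The fold change was related to gene length. Across 12223 genes with an annotated exonic length, Spearman's rho between length and log2 fold change was -0.475, and genes are not independent replicates. The median log2 fold change was 0.116 in the fifth of genes with the shortest exonic length and -0.107 in the fifth with the longest. After each library had been corrected for this relation, a setting chosen after the data had been seen, 490 genes were past the threshold, and 410 of them were among the 1339.

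**Figure D1:**
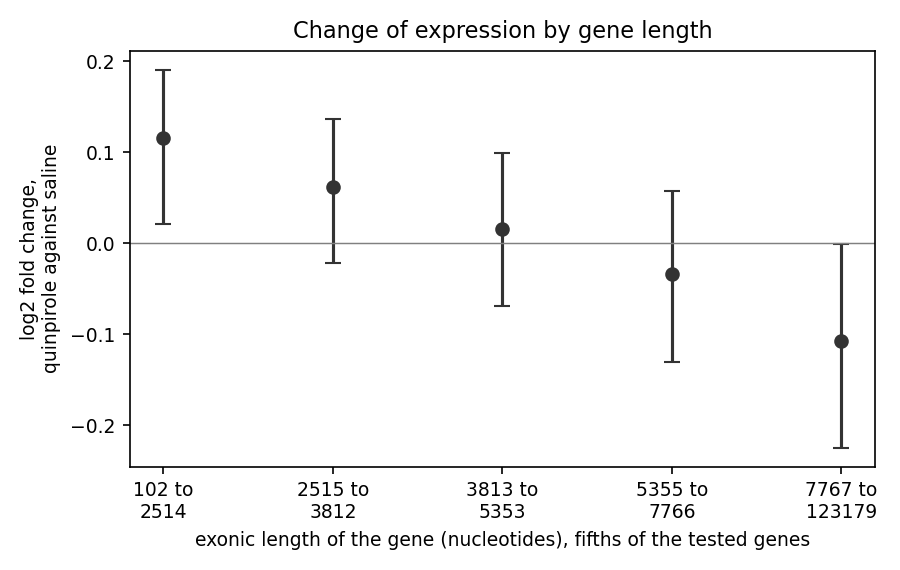
Log2 fold change of gene expression (quinpirole against saline, on the scale of log2(FPKM + 1)) in 5 groups of the tested genes ordered by exonic length in nucleotides. Points are medians and bars run from the lower to the upper quartile of the genes in a group, and the medians fall from 0.116 in the shortest genes to -0.107 in the longest.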

As a starting point to identify downstream effectors of DRD2 that might be responsible for regulating GSH production, we employed RNA sequencing to compare the gene transcription profiles of astrocytes isolated from mice after quinpirole administration. The purity of the anti-ACSA-2 microbead kit-isolated astrocytes was verified by flow cytometry (Fig. 1f). Gene set enrichment analysis showed that DRD2 activation increased the targets of Nrf2 (Fig. 1g, h, Supplementary Fig. 2 and Supplementary Data 1), a transcription factor that regulates a series of antioxidant genes^38^. 

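The 14 Nrf2 targets shown in Fig. 1h were tested by pre-ranked gene set enrichment analysis, with genes ranked by the signal-to-noise ratio of their FPKM values between quinpirole and saline. Their symbols were read from a low-resolution picture, in which *Atxn1* could be another name. The scores and counts of the 14 genes include *Atxn1* and depend on that reading. The normalized enrichment score was 1.16 (p = 0.269, 10000 permutations of genes), a shift toward higher expression after quinpirole that did not pass p = 0.05. Among the settings tried on these 14 genes, ranking by limma's moderated t moved the score most. With genes ranked by limma's moderated t, the score was 1.66 (p = 0.0162 by permutation of genes), and with genes ranked by log2 fold change it was 1.17 (p = 0.266). Limma's camera test, which accounts for correlation between genes, gave p = 0.082 for the same list. With libraries as the unit of comparison, the mean z-score of the 14 genes was -0.49, -0.27 and -0.40 in saline libraries 1 to 3, and 0.29, 0.57 and 0.30 in quinpirole libraries 1 to 3. The difference of 0.77 exceeded the spread within both groups, and its two-sided exact permutation p of 0.10 is the smallest that 3 libraries against 3 allow. With every library corrected for transcript length, the enrichment score of the 14 genes was 1.27 (p = 0.179) by signal-to-noise ratio and 1.42 (p = 0.0897) by moderated t, both by permutation of genes.
The lists of other targets were tested by signal-to-noise ratio. Of the 8 genes measured by qRT-PCR in Fig. 1i, 7 passed the FPKM filter, and their score was 1.65 (p = 0.0186 by permutation of genes), but 1.11 (p = 0.349) after the length correction. A list of 24 other genes described as Nrf2 targets, 22 of which passed the filter, had a score of 1.85 (p = 0.00185 by permutation of genes), but 1.40 (p = 0.0802) after the length correction. After the corrections for length and GC content together it was 1.65 (p = 0.0151), and by moderated t after the length correction it was 1.75 (p = 0.00626), both by permutation of genes.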

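Gene by gene, 11 of the 14 Nrf2 targets of Fig. 1h had a higher mean after quinpirole and 3 had a lower mean. The median of their log2 fold changes was 0.10. Positions are those of GENCODE M21 on GRCm38. *Nqo1* (chromosome 8, 107388225 to 107403206), which encodes a quinone reductase, rose from 5.49 ± 0.138 FPKM (SD, n = 3 libraries) to 7.27 ± 0.268 FPKM (SD, n = 3). Its log2 fold change was 0.35 (standard error 0.05, adjusted p = 0.0236 from limma). *Gsr* (chromosome 8, 33652523 to 33698163), the glutathione reductase gene, rose from 18.5 ± 0.261 to 21.9 ± 0.605 FPKM, with a log2 fold change of 0.23 (standard error 0.04, adjusted p = 0.0251 from limma). *Prdx1* (chromosome 4, 116685544 to 116700822) rose from 120 ± 4.34 to 141 ± 7.31 FPKM, with a log2 fold change of 0.23 (standard error 0.05, adjusted p = 0.0329 from limma). The gene read as *Atxn1* (chromosome 13, 45549755 to 45965008) went the other way, from 4.23 ± 0.25 to 2.78 ± 0.503 FPKM. Its log2 fold change was -0.48 (standard error 0.10, adjusted p = 0.0363 from limma). These 4 were the members of the list past the threshold when p was adjusted over all tested genes. None of the 4 was past it after the correction for transcript length, where their adjusted p lay between 0.0562 and 0.148, and *Txnrd1* was then the single member of the list past it (log2 fold change 0.16, adjusted p = 0.0435 from limma). Adjusted over the 14 genes alone, 7 were higher and 1 lower at p under 0.05, although these genes were displayed by the paper from the same libraries.
Every quinpirole library lay above every saline library for 8 of the 14 genes and below for 2, whereas chance gives 10% of genes for 3 libraries against 3 and the groups were apart in this way for 36.9% of all tested genes. The groups overlapped for the remaining 4, *Gclc*, *Gclm*, *G6pdx* and *Grk6*. *Gclc* (chromosome 9, 77754535 to 77794485), the catalytic subunit gene of glutamate-cysteine ligase, had 38.8 ± 1.39 FPKM after saline and 38.2 ± 1.00 FPKM after quinpirole, with a log2 fold change of -0.02 (standard error 0.04, adjusted p = 0.753 from limma). *Gclm* (chromosome 3, 122245557 to 122270732), the modifier subunit gene, had 17.6 ± 0.416 and 17.8 ± 0.296 FPKM, with a log2 fold change of 0.02 (standard error 0.04, adjusted p = 0.787 from limma). Neither difference exceeded the spread between libraries.

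**Figure D2:**
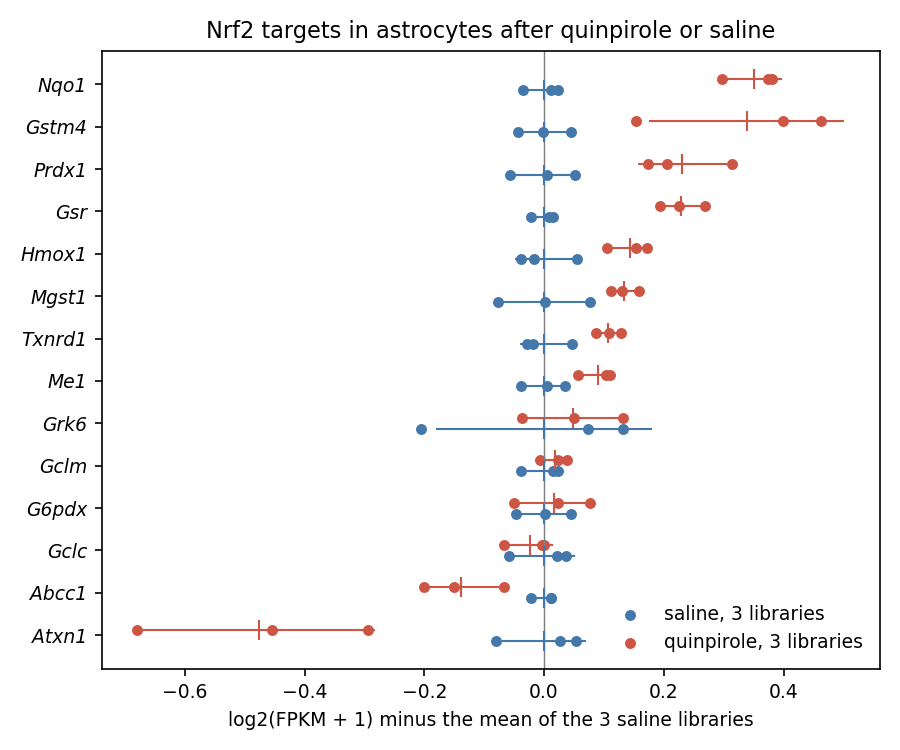
Expression of the 14 Nrf2 targets of Fig. 1h in each library, as log2(FPKM + 1) minus the mean of the 3 saline libraries. Points are libraries, vertical ticks are group means and horizontal bars are 1 SD (n = 3). *Nqo1* and *Gstm4* lie farthest to the right, with log2 fold changes of 0.35 and 0.34, and *Atxn1* farthest to the left, with -0.48. The name *Atxn1* was uncertain in the picture of Fig. 1h.

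Lists of genes were written for 3 of the pathways in Fig. 1g and tested in the same way as the Nrf2 targets. Fig. 1g shows pathways that the paper found upregulated in these same libraries. The p-values of the 3 lists are therefore not independent support for them. The 81 tested nuclear genes of the electron transport chain had a normalized enrichment score of 2.67 (p = 2.83e-04, the smallest that the permutations of genes could give), and 80 of them were higher after quinpirole, compared with 71 under quantile normalization and 63 after the correction for transcript length. The 14 genes of replication licensing, which include the MCM genes, had a score of 1.90 (p = 0.00155), and the 20 genes of cholesterol synthesis had a score of 1.56 (p = 0.0326), both by permutation of genes. Adjusted over the 18 lists tested, these p-values were 0.0017, 0.00665 and 0.0839. After the correction for transcript length, the scores of the 3 lists were 1.77, 1.83 and 1.48, and the cholesterol list was no longer past p = 0.05 (p = 0.0546, permutation of genes). Ranked by moderated t, it was past it both before the correction (p = 0.00904) and after it (p = 0.00447), again by permutation of genes. From its gene set enrichment analysis, the paper states that DRD2 activation increased the targets of Nrf2, and it then turned to primary astrocytes to examine these targets.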

Then, we investigated whether DRD2 activation upregulates Nrf2 targets in primary astrocytes. The expression of most targets of Nrf2, including the catalytic subunit (*Gclc*) and modifier subunit (*Gclm*) of the GSH synthesis rate-limiting enzyme glutamate-cysteine ligase, increased after quinpirole treatment (Fig. 1i and Supplementary Fig. 1d, e). However, quinpirole treatment failed to upregulate Gclc/Gclm expression or GSH biosynthesis in astrocytes from *Nrf2*-knockout mice (Fig. 1j, k), suggesting that DRD2 activation facilitates GSH synthesis through the Nrf2 pathway. Upregulated expression of a transcription factor or enhanced binding to gene promoters enhances the transactivation efficiency. Since DRD2 activation did not alter Nrf2 expression (Fig. 1j), we sought to determine whether DRD2 activation promotes Nrf2 binding to the promoters of *Gclc* and *Gclm*. The results of chromatin immunoprecipitation assays demonstrated that DRD2 activation increases Gclc and Gclm expression by enhancing the binding of Nrf2 to their gene promoters (Fig. 1l–n).

### DRD2 induces dimerization of PKM2 to bind with and activate Nrf2

Transcription factor binding to gene promoters requires assistance from coactivators^39^. To identify the coactivators responsible for Nrf2 transactivation, we pulled down Nrf2 and used label-free mass spectrometry to detect proteins that bound Nrf2 in greater abundance after DRD2 activation. As shown in Fig. 2a, b, Supplementary Fig. 3, and Supplementary Data 2, pyruvate kinase, which has two isoforms, PKM1 and PKM2, was prominently upregulated after quinpirole treatment. First, via a coimmunoprecipitation assay, we demonstrated that DRD2 activation enhances the binding of Nrf2 to PKM2 rather than PKM1 (Supplementary Figs. 4a and 5a). To exclude the possibility that the nondetectable level of PKM1 in anti-Nrf2 pulldown products was due to its low expression, we overexpressed PKM1 in astrocytes but still failed to detect its binding with Nrf2 (Supplementary Fig. 4a), confirming that Nrf2 interacts specifically with PKM2. Subsequently, the proximity ligation assay (PLA) results indicated that DRD2 activation induces nuclear-localized PKM2-Nrf2 interactions (Fig. 2c).

**Fig. 2:**
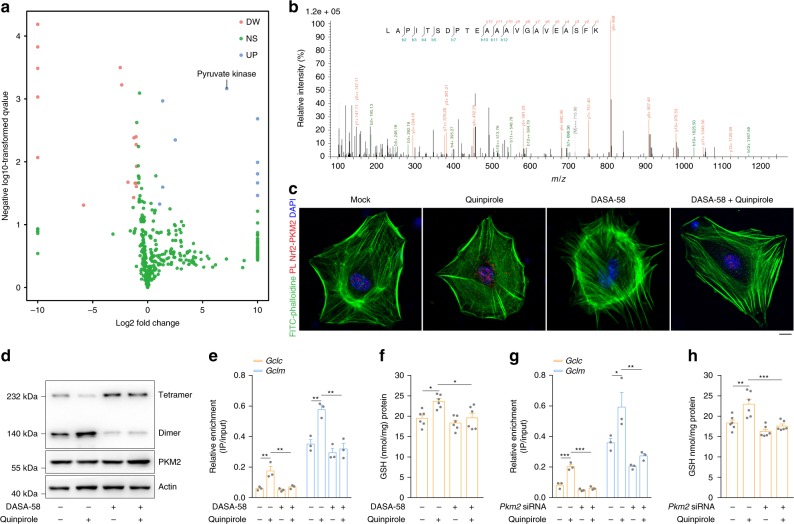
DRD2 induces PKM2 dimerization to bind with and activate Nrf2. **a** Volcano plot of label-free mass spectrometry-quantified proteins that bound Nrf2 with a significant fold change after DRD2 activation. Only proteins identified in at least two or three replicates with a fold change > 2.0 and a *p*-value < 0.05 were regarded significantly changed. **b** Representative fragmentation spectrum of ^401^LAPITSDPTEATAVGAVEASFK^422^ in PKM2. **c**–**f** Primary astrocytes were pretreated with 50 µM DASA-58 for 1 h and then stimulated with 10 µM quinpirole for 12 h. PKM2 and Nrf2 proximity ligation signals (**c**). PKM2 dimer and tetramer formation analyzed by BN-PAGE and total PKM2 detected by immunoblotting with actin as a loading control (**d**). The amount of anti-Nrf2-immunoprecipitated DNA detected by qRT-PCR with primers flanking the *Gclc* and *Gclm* promoter regions (**e**) and GSH levels (**f**). Immunoblotting and qRT-PCR: three independent experiments; GSH assay: six independent experiments. Scale bar, 10 µm. **g**, **h** Primary astrocytes transfected with *Pkm2*-specific siRNA were stimulated with 10 µM quinpirole for 12 h. The amount of anti-Nrf2-immunoprecipitated DNA detected by qRT-PCR with primers flanking the *Gclc* and *Gclm* promoter regions (**g**) and GSH levels (**h**). qRT-PCR: three independent experiments; GSH assay: six independent experiments. Data are presented as the mean ± s.e.m. *P < 0.05, **P < 0.01, ***P < 0.001. One-way ANOVA with Tukey’s multiple comparisons test (**e**–**h**). Source data are provided as a Source Data file.

Previous studies have reported that PKM2 is enzymatically active toward pyruvate only as a tetramer and acts as a transcription factor coactivator when tetrameric PKM2 dissociates into a dimer^28,29^. The blue native PAGE (BN-PAGE) results showed that DRD2 activation promotes the conversion of PKM2 tetramers to dimers (Fig. 2d). To verify that the PKM2 dimer is a Nrf2 coactivator, we treated astrocytes with DASA-58, a molecule that enhances PKM2 tetramer formation^40^. DASA-58 treatment attenuated DRD2 activation-induced PKM2 dimerization (Fig. 2d) and inhibited PKM2 binding to Nrf2 (Fig. 2c and Supplementary Fig. 5a), resulting in decreased Gclc/Gclm expression and GSH synthesis (Fig. 2e, f and Supplementary Fig. 5b, c). In addition, knockdown of PKM2 in astrocytes attenuated DRD2-induced Nrf2 activation and GSH biosynthesis (Fig. 2g, h and Supplementary Fig. 5d–f). These results demonstrate that DRD2 induces dimerization of PKM2 for Nrf2 binding and activation. Moreover, overexpression of the PKM1 isoenzyme did not alter Gclc or Gclm expression (Supplementary Fig. 4b–e), indicating that PKM2 does not affect Nrf2 transactivation through its metabolic function.

### DRD2 activation triggers β-arrestin2 to bind with and dimerize PKM2

DRD2 activation stimulates both the classical G protein pathway and β-arrestin-biased signaling, resulting in distinct downstream events^41–43^. The Gα_i_ protein inhibitor pertussis toxin (PTX) did not affect DRD2 activation-induced PKM2 dimerization, suggesting that PKM2 dimerization is independent of the classical G protein pathway (Fig. 3a). Next, β-arrestin1 and β-arrestin2 were knocked down separately (Supplementary Fig. 6a), but only β-arrestin2 knockdown attenuated DRD2 activation-induced PKM2 dimerization (Fig. 3b), indicating that DRD2 activation facilitates PKM2 dimerization through β-arrestin2. Quinpirole treatment of astrocytes from *β-arrestin2*-knockout mice failed to induce either PKM2 dimerization or Nrf2 transactivation (Fig. 3c–i), further demonstrating that DRD2 activates the PKM2-Nrf2 pathway through β-arrestin2. Given that β-arrestin2 is a scaffolding protein, we further examined the interaction between β-arrestin2 and PKM2. The coimmunoprecipitation assay results showed that β-arrestin2 bound to PKM2 after DRD2 activation (Supplementary Fig. 6b), suggesting that DRD2 activation drives the interaction of β-arrestin2 with PKM2 to facilitate PKM2 dimerization.

**Fig. 3:**
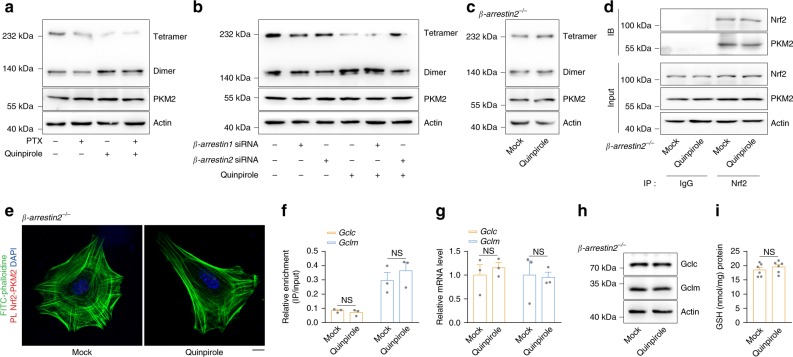
DRD2 activation triggers β-arrestin2 to bind and dimerize PKM2. **a** The PKM2 dimer and tetramer formation in primary astrocytes pretreated with 100 ng ml^−1^ PTX for 20 min and then stimulated with 10 µM quinpirole for 12 h was analyzed by BN-PAGE, and total PKM2 was detected by immunoblotting with actin as a loading control. Three independent experiments per condition. **b** Primary astrocytes transfected with *β-arrestin1*- or *β-arrestin2*-specific siRNA were stimulated with 10 µM quinpirole for 12 h. PKM2 dimer and tetramer formation analyzed by BN-PAGE and total PKM2 detected by immunoblotting with actin as a loading control. Three independent experiments per condition. **c**–**i** Primary astrocytes from *β-arrestin2*-knockout mice were stimulated with 10 µM quinpirole for 12 h. PKM2 dimer and tetramer formation analyzed by BN-PAGE and total PKM2 detected by immunoblotting with actin as a loading control (**c**). Immunoblot analysis of PKM2 in cell lysates immunoprecipitated with a Nrf2 antibody (**d**). PKM2 and Nrf2 proximity ligation signals (**e**). Amount of anti-Nrf2-immunoprecipitated DNA detected by qRT-PCR with primers flanking the *Gclc* and *Gclm* promoter regions (**f**). *Gclc* and *Gclm* mRNA detected by qRT-PCR (**g**). Immunoblotting with actin as a loading control (**h**) and GSH levels (**i**). Immunoblotting and qRT-PCR: three independent experiments; GSH assay: six independent experiments. Scale bar, 10 µm. Data are presented as the mean ± s.e.m. NS, not significant. Student’s two-tailed unpaired *t*-test (**f**, **g** and **i**). Source data are provided as a Source Data file.

### Divergent expression patterns of *PKM* in neurons and astrocytes

These results demonstrate that astrocytic DRD2 induces GSH synthesis via PKM2-mediated Nrf2 transactivation (Supplementary Fig. 7). Our findings indicate that the loss of dopaminergic neurons would start a vicious cycle of decreased dopamine release—DRD2 signaling deficiency—decreased GSH synthesis—oxidative stress—dopaminergic neuron death during the progression of PD and explain the mechanism by which GSH decreases in the brains of PD patients (Supplementary Fig. 8o). According to our results, we can activate astrocytic DRD2, PKM2, or Nrf2 to recover GSH levels in PD. Accumulating evidence has demonstrated that chemicals targeting DRD2 or Nrf2 increase GSH levels in the brain and confer neuroprotective effects^44–46^. However, because DRD2 and Nrf2 are expressed in both neurons and astrocytes, chemicals targeting either of these targets can affect the physiological functions of neurons and result in unexpected side effects. For example, supplementation with dopamine agonists leads to excessive daytime sleepiness, sleep attacks, dizziness, and hypotension^37,47^.

Previous RNA sequencing data analysis showed that neurons and astrocytes express distinct splice isoforms of the *PKM* gene—*PKM1* and *PKM2*, respectively^48^. We validated these data in primary neurons and astrocytes by Q-PCR and immunoblotting (Fig. 4a–d) and in brain slices by multi-immunohistochemical fluorescence (Fig. 4e). These results indicate that astrocytes express mainly PKM2; in contrast, neurons express mainly PKM1, explaining why cabergoline stimulation did not alter GSH levels in neurons but increased GSH synthesis in astrocytes (Fig. 1a, b). Hence, given the low expression of PKM2 in neurons, chemicals targeting PKM2 may not affect the physiological functions of neurons, avoiding unexpected side effects.

**Fig. 4:**
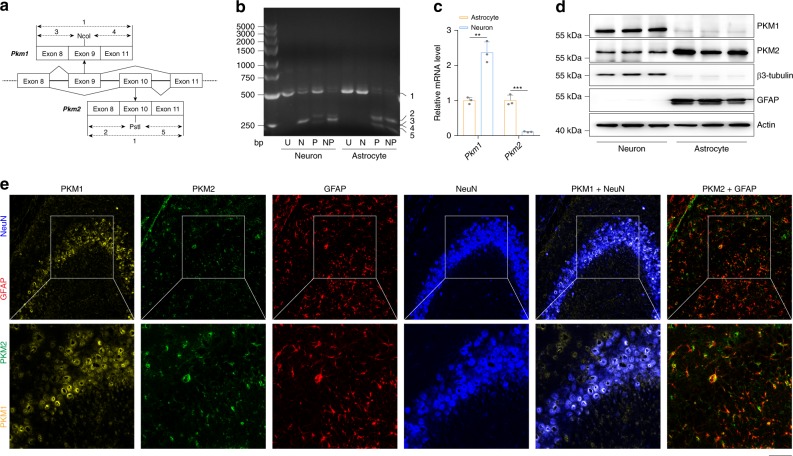
Divergent expression patterns of *PKM* in neurons and astrocytes. **a** Primers annealing to exons 8 and 11 were used to amplify PKM transcripts. The PCR products were cleaved with Ncol, Pstl or both to distinguish between the PKM1 (including exon 9) and PKM2 (including exon 10) isoforms. **b** RNA from primary neurons and astrocytes was analyzed by qRT-PCR, followed by digestion with Ncol (N), Pstl (P), or both enzymes (NP), plus an uncut control (U). The numbered bands are as follows: 1: uncut M1 or M2 (502 bp); 2: Pstl-cleaved M2 5’ fragment (286 bp); 3: Ncol-cleaved M1 5’ fragment (245 bp); 4: Ncol-cleaved M1 3’ fragment (240 bp); and 5: Pstl-cleaved M2 3’ fragment (216 bp). **c** Pkm1 and Pkm2 mRNA detected by qRT-PCR in primary neurons and astrocytes. **d** Immunoblotting with actin as a loading control. **e** PKM1 and PKM2 immunohistochemical signals in cortical neurons and astrocytes after tyramide signal amplification. Immunoblotting and qRT-PCR: three independent experiments. Scale bar, 50 µm. Data are presented as the mean ± s.e.m. ***P < 0.001. Student’s two-tailed unpaired *t*-test (**c**). Source data are provided as a Source Data file.

### Pyridoxine facilitates GSH synthesis via the PKM2-Nrf2 pathway

First, we performed an initial screen of 863 natural products purchased from TargetMol by intrinsic tryptophan differential scanning fluorimetry (nanoDSF) to explore molecules that may directly bind with PKM2. According to the shifts in Tm values, we selected 22 molecules based on the highest ΔTm values (Fig. 5a and Supplementary Data 3) and further verified their ability to dimerize PKM2 by BN-PAGE (Fig. 5b). Compound No. 194, vindoline, and Compound No. 324, pyridoxine (also known as vitamin B_6_) (Fig. 5c), facilitated PKM2 dimerization in vitro. Second, we employed a high-content screen of those two compounds at different concentrations to observe their ability to improve GSH production and cytotoxicity in primary astrocytes. Pyridoxine had a greater effect on increasing GSH synthesis with lower cytotoxicity than vindoline (Fig. 5d, e). Further studies indicated that pyridoxine treatment of astrocytes resulted in PKM2 dimerization (Fig. 5f) and increased PKM2 binding to Nrf2 (Fig. 5g, h). Pyridoxine treatment also enhanced Nrf2 binding to the promoters of *Gclc/Gclm* (Fig. 5i) and promoted the expression of these genes (Fig. 5j, k), hence increasing GSH biosynthesis (Fig. 5l). However, pyridoxine failed to induce Nrf2 activation and GSH production in PKM2-knockdown astrocytes (Fig. 5i–l) or primary neurons with low PKM2 expression (Fig. 5m, n), suggesting that pyridoxine facilitates GSH synthesis at least partially through the PKM2-Nrf2 pathway.

**Fig. 5:**
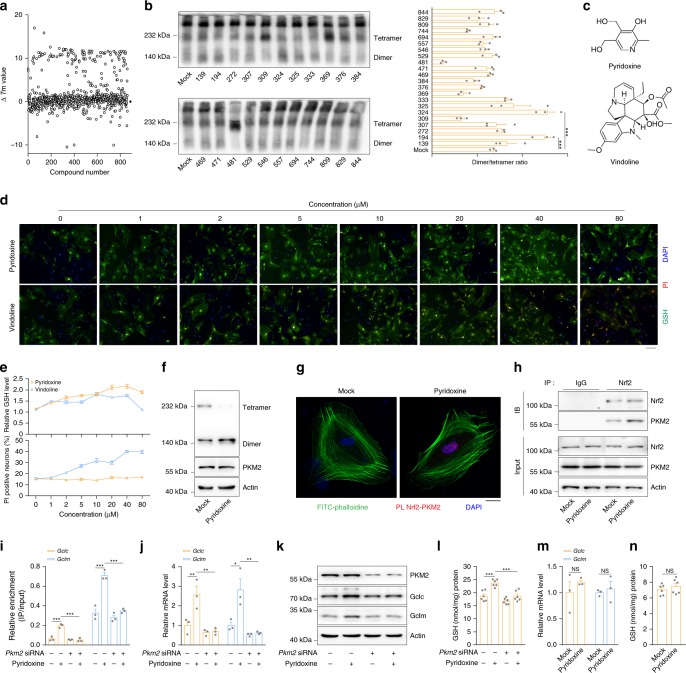
Pyridoxine facilitates GSH synthesis via the PKM2-Nrf2 pathway. **a**, **b** Purified recombinant PKM2 (rPKM2) was mixed with 863 natural products individually. ▵Tm values analyzed by NanoDSF (**a**). rPKM2 dimer and tetramer formation analyzed by BN-PAGE (left) and densitometric analysis of the dimer/tetramer ratio (right) (**b**). **c** Chemical structures of compound no. 194 (vindoline) and no. 324 (pyridoxine). **d**, **e** Primary astrocytes were stimulated with different concentrations of pyridoxine or vindoline for 12 h. Immunofluorescence of GSH and PI analyzed by high-content screening (**d**). The relative intensity of GSH signals (upper) and the percentage of PI-positive nuclei (lower) (**e**). Scale bar, 100 µm. **f**–**h** Primary astrocytes were stimulated with 5 µM pyridoxine for 12 h. PKM2 dimer and tetramer formation analyzed by BN-PAGE and total PKM2 detected by immunoblotting with actin as a loading control (**f**). PKM2 and Nrf2 proximity ligation signals (**g**). Immunoblot analysis of PKM2 in cell lysates immunoprecipitated with a Nrf2 antibody (**h**). Immunoblotting: three independent experiments. Scale bar, 10 µm. **i**–**l** Primary astrocytes transfected with *Pkm2*-specific siRNA were stimulated with 5 µM pyridoxine for 12 h. The amount of anti-Nrf2-immunoprecipitated DNA analyzed by qRT-PCR with primers flanking the *Gclc* and *Gclm* promoter regions (**i**). *Gclc* and *Gclm* mRNA detected by qRT-PCR (**j**). Immunoblotting with actin as a loading control (**k**) and GSH levels (**l**). Immunoblotting and qRT-PCR: three independent experiments; GSH assay: six independent experiments. **m**, **n** Primary neurons were stimulated with 5 µM pyridoxine for 12 h. *Gclc* and *Gclm* mRNA detected by qRT-PCR (m) and GSH levels (**n**). qRT-PCR: three independent experiments; GSH assay: six independent experiments. Data are presented as the mean ± s.e.m. *P < 0.05, **P < 0.01, ***P < 0.001, NS, not significant. One-way ANOVA with Dunnett’s multiple comparisons test (**b**) or with Tukey’s multiple comparisons test (**i**, **j** and **l**). Student’s two-tailed unpaired *t*-test (**m**, **n**). Source data are provided as a Source Data file.

### Pyridoxine reduces dopaminergic neuron loss in the PD mouse model

We treated wild-type mice with different concentrations of pyridoxine for 7 consecutive days to determine the effective pyridoxine concentration for inducing GSH synthesis in vivo. As shown in Supplementary Fig. 8a, 5 mg kg^−1^ pyridoxine increased GSH levels as efficiently as quinpirole. In contrast, ablation of *Nrf2* did not result in a significant alteration in GSH levels, indicating that pyridoxine facilitates GSH synthesis at least partially through Nrf2 in vivo (Supplementary Fig. 8b). We further performed BN-PAGE to detect PKM2 dimers and tetramers in the striatum of *Drd2*^*flox/flox*^ mice and *Drd2*^*hGFAP*^*cKO* mice following administration of 5 mg kg^−1^ quinpirole or 5 mg kg^−1^ pyridoxine for 7 consecutive days. As shown in Fig. 6a, both quinpirole and pyridoxine promoted PKM2 dimer formation in *Drd2*^*flox/flox*^ mice. However, only pyridoxine administration resulted in striatal PKM2 dimerization (Fig. 6a) and increased Gclc/Gclm expression (Fig. 6b, c) and GSH biosynthesis (Fig. 6d) in *Drd2*^*hGFAP*^*cKO* mice. These results demonstrate pyridoxine promotes GSH synthesis through the PKM2-Nrf2 pathway in a DRD2-independent manner.

**Fig. 6:**
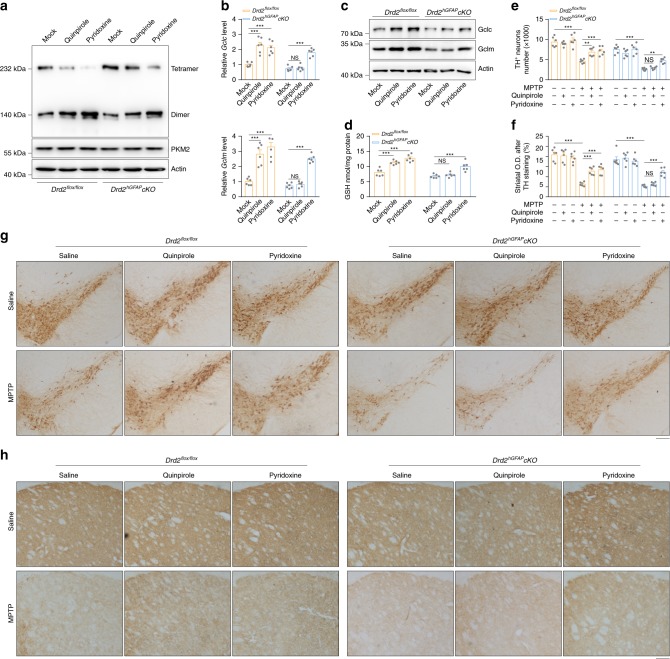
Pyridoxine reduces dopaminergic neuron loss in the PD mouse model. **a**–**d** *Drd2*^*flox/flox*^ and *Drd2*^*hGFAP*^*cKO* mice were sacrificed after continuous infusion of 5 mg kg^−1^ quinpirole or 5 mg kg^−1^ pyridoxine for 7 consecutive days, and the striatum was dissected for further analysis. PKM2 dimer and tetramer formation analyzed by BN-PAGE and total PKM2 detected by immunoblotting with actin as a loading control (**a**). *Gclc* and *Gclm* mRNA detected by qRT-PCR (**b**). Immunoblotting with actin as a loading control (**c**) and GSH levels (**d**). Immunoblotting and qRT-PCR: three independent experiments; GSH assay: six independent experiments. **e**–**h** *Drd2*^*flox/flox*^ and *Drd2*^*hGFAP*^*cKO* mice were used to generate an MPTP-induced PD mouse model (20 mg kg^−1^ i.h., 5 **d**), which was treated by continuous infusion of quinpirole (5 mg kg^−1^ i.p.) or pyridoxine (5 mg kg^−1^ i.p.). Quantification of TH^+^ neurons (**e**). Striatal optical density (O.D.) measurements of TH-stained slices (**f**). Immunohistochemical staining of TH^+^ neurons (**g**). Immunohistochemical staining of TH in the nigrostriatal system (**h**). *n* = 6 mice per group. Scale bar, 200 µm. Data are presented as the mean ± s.e.m. **P < 0.01, ***P < 0.001, NS, not significant. Two-way ANOVA with Dunnett’s multiple comparisons test (**b**, **d**) or with Tukey’s multiple comparisons test (**e**, **f**). Source data are provided as a Source Data file.

Because MPP^+^ converted from MPTP damages mitochondria and leads to overwhelming ROS production, we selected an MPTP mouse model to assess the effects of GSH induced by pyridoxine on oxidative stress. We pretreated *Drd2*^*flox/flox*^ mice and *Drd2*^*hGFAP*^*cKO* mice with quinpirole or pyridoxine before MPTP administration (Supplementary Fig. 8c). As shown in Supplementary Fig. 8d, e, neither astrocytic *Drd2* conditional knockout nor pyridoxine treatment altered the toxic MPP^+^ levels in the striatum. Both quinpirole and pyridoxine administration prevented MPP^+^-induced loss of nigral dopaminergic neurons (Fig. 6e–h and Supplementary Fig. 8f, g) in *Drd2*^*flox/flox*^ mice. In contrast, *Drd2*^*hGFAP*^*cKO* mice showed only attenuation of nigral dopaminergic neuron loss induced by MPP^+^ following pyridoxine treatment but not alleviated neuronal damage following quinpirole treatment (Fig. 6e–h and Supplementary Fig. 8f, g). These results indicate that pyridoxine can reduce the severity of dopaminergic neuron loss when administered before MPTP beyond targeting dopamine receptors.

Motor dysfunction in *Drd2*^*flox/flox*^ mice and *Drd2*^*hGFAP*^*cKO* mice was evaluated by monitoring voluntary movement behaviors. Pyridoxine treatment shortened the time for turning around (T-Turn) and time for descending a pole (T-TLA) of both *Drd2*^*flox/flox*^ mice and *Drd2*^*hGFAP*^*cKO* mice in the pole test (Supplementary Fig. 8h, i) but did not alter the latency time in the rotarod test (Supplementary Fig. 8j) or the activity of mice in the open field test (Supplementary Fig. 8k), indicating that pyridoxine can improve some types of mouse locomotion in a DRD2-independent manner. Since pyridoxine is the coenzyme of some enzymes involved in the synthesis of neurotransmitters, including dopamine and γ-aminobutyric acid (GABA)^49^, we further measured striatal dopamine, dihydroxyphenyl acetic acid (DOPAC) and GABA levels after pyridoxine treatment. As shown in Supplementary Fig. 8l–n, pyridoxine treatment slightly increased the DOPAC level but did not alter the dopamine and GABA levels, indicating that supplementation with pyridoxine has few effects on dopamine and GABA levels under physiological conditions.

In conclusion, via experiments in *Nrf2*-knockout mice, we demonstrate that pyridoxine can induce GSH biosynthesis through the PKM2/Nrf2 pathway. Furthermore, by employing the MPTP mouse model to simulate mitochondrial damage and GSH deficiency in PD, we demonstrate that pyridoxine-induced GSH enhancement helpes to reduce the severity of dopaminergic neuron loss and improve some types of mouse locomotion after MPTP administration. However, given that pyridoxine is a cocatalyst of many enzymatic processes involved in amino acid metabolisms, such as racemization and decarboxylation, our results do not exclude that pyridoxine may also confer neuroprotection through other undiscovered mechanisms.

## Discussion

In recent years, the nonmetabolic functions of PKM2 in a series of biological processes, such as cell proliferation, apoptosis, and cytokinesis, have sparked considerable interest^50–54^. Our results uncover a new noncanonical function of PKM2 as a transcriptional coactivator of Nrf2, which cooperates with its metabolic function to divert glucose flux into the pentose phosphate pathway^55^ and thereby generates sufficient GSH for ROS detoxification. Moreover, our results indicate that tumor cells can employ PKM2 to produce GSH and escape from oxidative stress, which explains the essentiality of PKM2 for tumor proliferation^50^ from another perspective.

Existing therapeutic strategies for PD treatment, which attempt to compensate for the loss of dopamine, are limited by their side effects and lack of long-term efficacy^47^. Hence, understanding dopamine receptor signaling and avoiding the activation of downstream events that produce side effects is an approach for improving PD therapies. Auspiciously, we found that PKM2 mediates DRD2-induced GSH production and is selectively expressed in astrocytes, indicating that PKM2 dimerization is an ideal approach to restore GSH synthesis and prevent side effects induced by effects on neuron functions. These advantages make PKM2 a potential target for PD treatment.

Our results demonstrate that pyridoxine, also known as vitamin B_6_, induces GSH synthesis via PKM2-mediated Nrf2 transactivation and confers neuroprotection. Notably, pyridoxine has an interaction with levodopa (L-DOPA), the mainstay in PD treatment. On the one hand, pyridoxine is consumed by L-DOPA metabolism; thus, the use of levodopa can cause symptomatic pyridoxine deficiency^56,57^. On the other hand, pyridoxine is the coenzyme of dopa decarboxylase, converting L-DOPA to dopamine^49^, which raises a concern that pyridoxine supplementation may result in peripheral metabolism of L-DOPA and a lack of bioavailability in the brain^58^. However, recent studies have demonstrated that a pyridoxine intake of at most 50 mg day^−1^ would not reduce the efficacy of L-DOPA^59^. In summary, proper supplementation of pyridoxine is essential to L-DOPA treatment and does not reduce the efficacy of L-DOPA.

The current recommended dietary allowance (RDA) of pyridoxine according to the American National Institute of Health (NIH) is 2 mg day^−1^, with an upward tolerance of 100 mg day^−1^ for adults^49^. Though consecutive high-dose pyridoxine intake can lead to peripheral sensory neuropathy and nerve degeneration, these problems are generally reversible when supplementation is stopped^60,61^. Moreover, in our animal models, pyridoxine treatment did not induce notable weight loss or movement disorders. Thus, we postulate that pyridoxine is a relatively safe candidate for PD therapy. Interestingly, consistent with our findings, several epidemiological studies have reported that dietary pyridoxine significantly decreases the risk of PD^62–64^.

The present study, summarized in Supplementary Fig. 7, illustrates the molecular mechanism by which astrocytic DRD2 induces GSH biosynthesis. These findings suggest that after the loss of dopaminergic neurons, a vicious cycle of decreased dopamine release—DRD2 signaling deficiency—decreased GSH synthesis—oxidative stress—dopaminergic neuron death will occur, leading to GSH deficiency and the progression of PD. Moreover, given that dopamine agonist treatment in PD is limited by their intolerable side effects and diminished effectiveness over time, we selected astrocyte-specific PKM2 as a target to break this vicious cycle and found that pyridoxine can dimerize PKM2 to restore GSH levels, providing neuroprotection in the MPTP mouse model beyond targeting dopamine receptors. Although more PD models are needed to validate whether PKM2 is a universal therapeutic target in PD, our results provide preliminary evidence that dimerizing PKM2 is a potential therapeutic approach to protect nigral dopaminergic neurons from oxidative damage.

## Methods

### Mice

All animal care and procedures were performed following national and international guidelines and were approved by the Animal Resource Centre, Nanjing Medical University. We complied with all relevant ethical regulations for animal testing and research. Mice were housed in groups (2–5 siblings) at 22–24 °C with a 12 h light-dark cycle and ad libitum access to regular chow diet and water. Adult or neonatal C57BL/6 mice were purchased from the Model Animal Research Center of Nanjing University. *Drd2*-knockout mice on a C57BL/6 (inbred) genetic background were generated by 10 backcrosses. *Drd2*-floxed mice were created by Shanghai Research Center for Model Organisms. hGFAP-Cre transgenic mice on a C57BL/6 genetic background, which were initially derived from *GFAP-Cre* mice (Jax Stock No: 004600), were a gift from Jiawei Zhou. *Nrf2*-knockout mice (Jax Stock No: 017009) were a gift from Peng Cao. *β-Arrestin2*-knockout mice (Jax Stock No: 011130) were obtained from Gang Pei.

Three-month-old *Drd2*^*flox/flox*^ and *Drd2*^*hGFAP*^ *cKO* mice were used to generate a subacute MPTP-induced PD model. They were injected hypodermically (i.h.) with 20 mg kg^−1^ MPTP (Sigma-Aldrich, M0896) dissolved in saline once a day for 5 consecutive days and then left alone for 3 days. Mice in the treatment groups received 5 mg kg^−1^ quinpirole (Sigma-Aldrich, Q111) or 5 mg kg^−1^ pyridoxine (HY-B1328) intraperitoneally (i.p.) daily starting 1 day before MPTP administration and continuing over the 5 MPTP injection days and the 3 subsequent days. Three days after the last MPTP injection, the mouse striatum was dissected and processed for immunoblotting, qRT-PCR, or GSH assay. In some cases, animals were perfused with 4% paraformaldehyde in 0.1 M phosphate buffer (pH 7.4), and coronal cryo-sections at a thickness of 25 mm were prepared for immunohistochemistry.

### Reagents

Cabergoline (HY-15296), bromocriptine (HY-12705A), SCH23390 (HY-19545A), DASA-58 (HY-19330), and pyridoxine (HY-B1328) were purchased from MedChemExpress. Quinpirole (Q111) and PTX (SAE0066) were purchased from Sigma-Aldrich. Sulpiride (S4655) and vindoline (S3970) were purchased from Selleck. Quinelorane (1519) was purchased from TOCRIS. The natural products library was purchased from TargetMol (Shanghai, China). FITC-phalloidine (YP0059) was purchased from US Everbright^®^Inc.

### Cell culture and transfection

Brain tissue was isolated from day 16 C57BL/6J embryos. The meninges and basal ganglia were removed under a microscope. Tissues were digested with 0.025% trypsin at 37 °C for 30 min; the reaction was terminated with Dulbecco’s modified Eagle’s medium (DMEM, Gibco, 12100-046) supplemented with 10% fetal bovine serum (Gibco, 10437028). The suspension was filtered with a 40 μm filter (BD Falcon, 352340) and centrifuged at 300 × *g* for 5 min. The cell precipitate was resuspended in Neurobasal medium (Gibco, 21103049) supplemented with 2% B-27 (Gibco, 17504044) and 0.5 mM l-glutamine, and the cells were seeded on plates pre-coated with poly-d-lysine hydrobromide (Sigma-Aldrich, P0296). Neurons were cultured for 7 days, and half of the medium was replaced with fresh medium every 3.5 days.

Primary astrocyte was isolated from brain tissue of neonatal C57BL/6J mice aged 1–3 days. The meninges and basal ganglia were removed under a microscope and digested with 0.25% trypsin; the reaction was terminated with FBS. The suspension was filtered with a 40 μm filter (BD Falcon, 352340) and centrifuged at 300 × *g* for 5 min. The cell precipitate was resuspended in DMEM supplemented with 10% FBS and 1% penicillin-streptomycin (Gibco, 15640055), and the cells were seeded. The medium was replaced with fresh medium 12–18 h later and changed every 3 days. DMEM medium was replaced by Medium 199 (Gibco, 11150067) before pyridoxine treatment. The *β-arrestin1* siRNA (5′-CCAGCUCAACAUUCUGCAATT-3′) and *β-arrestin2* siRNA (5′-GCUUGUGGAGUAGACUUUGTT-3′) purchased from GenePharma (Shanghai, China) were transfected into astrocytes using Lipofectamine 3000 reagent (Invitrogen, L3000015) according to the manufacturer’s protocol. siRNA targeting *Pkm2* (5′-CTTGCAGCTATTCGAGGAA-3′) was designed by and purchased from RiboBio (Guangzhou, China). A control siRNA was used as a negative control. Adenovirus overexpressing 3 X -FLAG-tagged PKM1 for introduction into primary astrocytes was purchased from Hanbio Biotechnology (Shanghai, China).

### Total GSH measurement

Total glutathione levels were measured according to the manufacturer’s protocol by using the Glutathione Assay Kit (703002) from Cayman Chemical. Briefly, primary cells were washed with PBS, lysed in 100 μl of 0.4 N perchloric acid (PCA) for 30 min at 4 °C, and centrifuged, and the supernatants were neutralized with four volumes of 0.1 M NaH_2_PO_4_ and 5 mM EDTA, pH 7.5. GSH content was measured in a P96 automatic reader by the addition of 5,5′ dithio-*bis*-2-nitrobenzoic acid (0.6 mM), NADPH (0.2 mM), and glutathione reductase (1 U), and the reaction was monitored at 412 nm for 6 min.

### Adult mouse astrocyte isolation

Brain tissues were aseptically removed, minced and enzymatically digested in HBSS (Gibco, 14175103) containing 50 mg ml^−1^ collagenase D (Sigma-Aldrich, 11088858001), 100 μg ml^−1^ TLCK trypsin inhibitor (Sigma-Aldrich, T9378), 100 U μl^−1^ DNase I (Sigma-Aldrich, D5025), and HEPES pH 7.2 (Gibco, 15630080) for 1 h at 23 °C with shaking. The tissue was pushed through a 70 μm filter and centrifuged at 500 × *g* for 10 min. The cell pellet was resuspended in a 37% Percoll solution and centrifuged at 1200 × *g* for 30 min to remove myelin debris. The cells were washed in PBS and then resuspended in MACS buffer. ACSA-2^+^ astrocytes (Miltenyi Biotec, 130-097-678) were isolated using manual MACS according to the manufacturer’s instructions.

### RNA isolation and qRT-PCR

Total RNA was extracted from primary astrocytes and striatum tissue using TRIzol reagent (Invitrogen, 15596026) and reversed transcribed into cDNA using PrimeScript™ RT Master Mix (Takara, RR036A). Real-time PCR was performed in a 10 μl reaction system containing cDNA, primers, and SYBR (Roche, 04913914001) with the ABI system. Actin was used as an internal control gene. qPCR primers were designed using a primer design tool, and their sequences were as follows: *Pkm1*, forward 5′-CACCGTCTGCTGTTTGAAGA-3′, reverse 5′-TCAAAGCTGCTGCTAAACACTT-3′; *Pkm2*, forward 5′-AGGCTGCCATCTACCACTTG-3′, reverse 5′-CACTGCAGCACTTGAAGGAG-3′; *Nqo1*, forward 5′-AGGGCAGAAGGGAATTGCTC-3′, reverse 5′-AAAGAGCTGGAGAGCCAACC-3′; *G6pdh*, forward 5′-CCACTCCAGAAGAAAGACCTAAG-3′, reverse 5′-TGGCTGTTGAGGTGCTTATAG-3′; *Gpx4*, forward 5′-GCCAAAGTCCTAGGAAACGC-3′, reverse 5′-CCGGGTTGAAAGGTTCAGGA-3′; *Gsr1*, forward 5′-GCCGCCTGAACACCATCTAT-3′, reverse 5′-CGAGGACCATCTGCGAATGT-3′; *Gsta1*, forward 5′-CCGTTACTTGCCTGCCTTTG-3′, reverse 5′-ATTGGGGAGGCTGCTGATTC-3′; *Hmox1*, forward 5′-GCTGCTCGCTCACGGT-3′, reverse 5′-GATTCAGGCTCCGGGCTATG-3′; *Gclc*, forward 5′-GATTCAGGCTCCGGGCTATG-3′, reverse 5′-TGGGTCTCTTCCCAGCTCAGT-3′; *Gclm*, forward 5′-TTGCTGCTCAGTTGGACTCA-3′, reverse 5′-TTGCTGCTCAGTTGGACTCA-3′; and *Actin*, forward 5′-GGACTGTTACTGAGCTGCGTT-3′, reverse 5′-CGCCTTCACCGTTCCAGTT-3′. Following PCR amplification, a first derivative melting curve analysis was performed to confirm the specificity of the PCR. The relative fold difference in mRNA between samples was calculated by comparing the threshold cycle (Ct) at which product initially appeared above background according to 2^−(Δ***C****t*)^, where Δ*Ct* is the difference between the control group and treatment group.

### RNA sequencing

Sequencing libraries were generated using the NEBNext^®^UltraTM RNA Library Prep Kit for Illumina following the manufacturer’s recommendations, and index codes were added to attribute sequences to each sample. Clustering of the index-coded samples was performed on a cBot Cluster Generation System using the TruSeq PE Cluster Kit v4-cBot-HS (Illumina) according to the manufacturer’s instructions. After cluster generation, the libraries were sequenced on an Illumina HiSeq 2500 platform, and paired-end reads were generated. The adaptor sequences and low-quality sequence reads were removed from the data sets. Raw sequences were transformed into clean reads after data processing. These clean reads were then mapped to the reference genome sequence. Only reads with a perfect match or one mismatch were further analyzed and annotated based on the reference genome. TopHat2 tools were used to map sequences to the reference genome. The RNA sequenceing data that support the findings of this study have been submitted to the NCBI Gene Expression Omnibus under the accession code GSE143164.

### Coimmunoprecipitation (co-IP) assay and immunoblotting

Striatum tissues and cells were lysed using RIPA lysis buffer (20 mM Tris-HCl, 150 mM NaCl, 1% Triton X-100, and 0.5% NP-40) containing protease and phosphatase inhibitors for 1 h on ice and sonicated 3 times using a Sonics VC750 ultrasonic processor. Then, extracted proteins were quantitated by the BCA method and denatured by boiling at 95 °C for 5 min. Protein samples were separated by sodium dodecyl sulfate-polyacrylamide gel electrophoresis (SDS-PAGE) and transferred to hydrophobic polyvinylidene (PVDF) membranes, which were blocked with 10% milk for 1 h at room temperature. Then, the membranes were incubated at 4 °C overnight with primary antibodies against PKM1 (1:1000, Cell Signaling Technology, 7067), PKM2 (1:1000, Cell Signaling Technology, 4053), Nrf2 (1:1000, Cell Signaling Technology, 12721), β-arrestin1 (1:1000, Cell Signaling Technology, 12697), β-arrestin2 (1:1000, Cell Signaling Technology, 3857), β3-tubulin (1:1000, Cell Signaling Technology, 4466), β-actin (1:1000, Cell Signaling Technology, 4970), Gclc (1:1000, Proteintech, 12601-1-AP), Gclm (1:1000, Proteintech, 14241-1-AP), and GFAP (1:1000, Millipore, MAB360). Then, the membranes were incubated for 1.5 h at room temperature with goat anti-rabbit IgG (H + L) secondary antibody, HRP (Invitrogen, 65-6120). Bands were detected by Novex™ ECL Chemiluminescent Substrate Reagent Kit (Invitrogen, WP20005) using an ImageQuant LAS 4000 mini (GE Healthcare).

For co-IP, proteins from primary astrocytes were harvested by lysis in cell lysis buffer (150 mM NaCl, 0.5% NP-40, 10% glycerol, 2 mM mercaptoethanol, 0.2 mM phenylmethylsulfonyl fluoride, and 10 mM glycerophosphate) after experimental treatments. Lysates were incubated with the anti-Nrf2 antibody (Proteintech, 66504-1-lg), anti-β-arrestin2 antibody (Santa Cruz, sc-514791), or mouse IgG conjugated to sepharose beads (Cell Signaling Technology, 3420). Immunoprecipitates were pelleted, washed twice with cell lysis buffer, washed with PBS and then eluted in 100 mM glycine-HCl, pH 2.5, by incubation for 1 h on ice. The eluate was neutralized by the addition of 1 M Tris-HCl, pH 8.0. The eluate was analyzed by immunoblotting.

### Chromatin immunoprecipitation (ChIP)

ChIP assays were performed using a ChIP Assay Kit (Millipore, 17-295). Primary astrocytes were crosslinked with 1% formaldehyde for 20 min at 37 °C and quenched in 0.125 M glycine. DNA was immunoprecipitated from the sonicated cell lysates with the anti-Nrf2 antibody (Cell Signaling Technology, 12721) and quantified using qRT-PCR. Primer sequences are as follows:

*Gclc-*A, forward 5′-GCGCACACACACACACACAC-3′, reverse 5′-TCCTCCCCACCATCCTTGCT-3′; *Gclc-*B, forward 5′-GCCCCAAGCTCTTTGATGGC-3′, reverse 5′-GCCCAACCTGGCCTTGAACT-3′; *Gclc-*C, forward 5′-AGCCTTCCGCACTCAGGGTA-3′, reverse 5′-TGGGATCTCTGGTCGGCACA-3′; *Gclc-*D, forward 5′-AGGACAGCCAGGGCTACACA-3′, reverse 5′- GCGGGGCTGTCTGCGAATAA-3′; *Gclm-*A, forward 5′-GAGGAAGCAAGGCACCTCCC-3′, reverse 5′- AGGTGGGCGGAGGAACCTAA-3′; *Gclm-*B, forward 5′-CACTCCTGAGTGTGCCAGCC-3′, reverse 5′-TTATGGGCACCGTTCAGGGC-3′; *Gclm-*C, forward 5′- GGCTGCTCCTGGGAAACCTC-3′, reverse 5′-TCCCACTGGAGATGGCTGGG-3′; *Gclm-*D, forward 5′-AAGCAGGCACGCTCTCAAGG-3′, reverse 5′-TCGTGAGAGTTGACGGTGCG-3′.

### Label-free mass spectrometry

Anti-Nrf2 immunoprecipitated protein (250 μg for each sample) was digested according to the FASP procedure. Briefly, the detergent, DTT and other low-molecular-weight components were removed using 200 µl UA buffer by repeated ultrafiltration facilitated by centrifugation. The protein suspension was digested with 3 µg trypsin in 40 µl 25 mM NH_4_HCO_3_ overnight at 37 °C. After digestion, the peptides in each sample were desalted on C18 cartridges, concentrated by vacuum centrifugation and reconstituted in 40 µl of 0.1% (v/v) trifluoroacetic acid. MS experiments were performed on a Q Exactive mass spectrometer coupled to an Easy nLC. Five micrograms of the peptide were loaded onto a C18-reversed-phase column in buffer A (2% acetonitrile and 0.1% formic acid) and separated with a linear gradient of buffer B (80% acetonitrile and 0.1% formic acid) at a flow rate of 250 nL min^−1^ controlled by IntelliFlow technology over 120 min. MS data were acquired using a data-dependent top10 method, which dynamically chooses the most abundant precursor ions from the survey scan (300–1800 m z^−1^) for HCD fragmentation. Determination of the target value is based on predictive automatic gain control. Survey scans were acquired at a resolution of 70,000 at m z^−1^ 200, and the resolution for HCD spectra was set to 17,500 at m z^−1^ 200. The instrument was run with peptide recognition mode enabled. MS experiments were performed in triplicate for each sample.

MS data were analyzed using MaxQuant software version 1.3.0.5 and were searched against the UniProtKB database. An initial search was set at a precursor mass window of 6 ppm. The search followed an enzymatic cleavage rule of trypsin and allowed a maximum of two missed cleavage sites and a mass tolerance of 20 ppm for fragment ions. Carbamidomethylation of cysteines was defined as a fixed modification, while protein N-terminal acetylation and methionine oxidation were defined as variable modifications for database searching. The cutoff for the global false discovery rate (FDR) for peptide and protein identification was set to 0.01. Label-free quantification was carried out in MaxQuant. Protein abundance was calculated by the normalized spectral protein intensity (LFQ intensity).

### Proximity ligation assay

Protein interactions in astrocytes were detected using the Duolink^®^ PLA assay kit (Sigma-Aldrich, DUO92101) following the manufacturer’s protocol. After treatments, cells on slides were fixed with 4% paraformaldehyde and permeabilized with 0.3% Triton X-100 in PBS. Blocking solution was added to the slides, which were incubated at 37 °C for 1 h. Then, the slides were incubated with mouse primary Nrf2 antibody (Proteintech, 66504-1-lg) and rabbit primary PKM2 antibody (Cell Signaling Technology, 4053) at 4 °C overnight and then with PLA probe solution for 1 h at 37 °C. After being washed, the slides were incubated for 30 min at 37 °C and then incubated with the amplification solution at 37 °C for 100 min protected from light. Finally, cell nuclei were stained with DAPI (Invitrogen, D1306), and the slides were imaged using the confocal laser scanning microscopy platform Leica TCS SP8.

### Blue native PAGE (BN-PAGE) analysis

Dimeric and tetrameric PKM2 was detected by BN-PAGE. Briefly, total protein was extracted from primary astrocytes using BN-PAGE lysis buffer (50 mM Bis Tris-HCl, 0.5 M 6-amino-caproic acid, 10% glycerol, and 1% digitonin) containing protease and phosphatase inhibitors. After lysis on ice for 30 min, the sample was centrifuged at 16,000 × *g* for 10 min, and the supernatant was retained and quantitated. BN-PAGE sample buffer was added to the samples, which were loaded on 8% BN-PAGE gels. Electrophoresis was performed at 4 °C and 100 V using anode and cathode buffers, followed by protein transfer onto PVDF membranes and methanol decolorization. The following steps were the same as those for immunoblotting.

### Multiplex tyramide signal amplification

Brain slices were treated as described for immunohistochemistry in terms of the quenching of endogenous peroxidase activity, permeabilization, and blocking. Antigens were successively detected using the following protocol. Briefly, each primary antibody was incubated for 12 h in a humidified chamber at 37 °C, followed by detection using the HRP-conjugated secondary antibody and TSA-dendron-fluorophores (Histova, NEON 7-color IHC Kit for cryosection, 1:100), after which the primary and secondary antibodies were thoroughly eluted in stripping solution (Histova, Abcracker) for 60 min at 37 °C. In a serial fashion, each antigen was labeled by distinct fluorophores. After all the antibodies were detected sequentially, the slices were finally stained with DAPI. Multiplex TSA-stained brain slices were imaged using the confocal laser scanning microscopy platform Leica TCS SP8.

### Pyruvate kinase mRNA splicing assay

Two microgram of total RNA was extracted from primary neurons or astrocytes using Trizol reagent. Contaminating DNA was removed by treatment with DNase I. Reverse transcription was carried out using ImPromp-II reverse transcriptase. After 35 amplification cycles, the amplification products were divided into four aliquots for digestion with NcoI (New England Biolabs, NEB-R3193S), PstI (New England Biolabs, NEB-R3140S), both enzymes, or neither enzyme at 37 °C for 30 min. The digestion products were separated in a 1.5% agarose gel and visualized by a gel imaging system (Tanon 3500).

### Thermal unfolding assay

Purified recombinant PKM2 (rPKM2) was used for thermal unfolding experiments. The protein was diluted in 20 mM HEPES, 150 mM NaCl, 10% glycerol to a final concentration of 0.2 mg ml^−1^. Samples were supplemented with the indicated natural products to a final concentration of 50 µM and then incubated for 30 min on ice before being loaded into UV capillaries, and experiments were carried out using Prometheus NT.48 for nanoDSF (NanoTemper Technologies). The temperature gradient was set to +1 °C min^−1^ from 20 °C to 90 °C. Protein unfolding was measured by detecting the temperature-dependent change in tryptophan fluorescence at emission wavelengths of 330 and 350 nm. **Δ**Tm shift values were obtained for the 863 natural products, and the 22 molecules with the highest ΔTm values were selected for further analysis.

### Immunohistochemistry analysis

Mice in different treatment groups were anesthetized with pentobarbital sodium (Sigma-Aldrich, P-010) and perfused with PBS followed by 4% paraformaldehyde in PBS. The brains were harvested and post-fixed in 4% paraformaldehyde, followed by dehydration in 20% sucrose-PBS and then 30% sucrose-PBS. Next, the brains were cut into frozen slices (25 µm). After being rinsed with PBS, the sections were treated with 3% H_2_O_2_ for 15 min to quench endogenous peroxidase activity, permeabilized and blocked with 0.3% Triton X-100 in PBS containing 5% BSA for 1.5 h at room temperature. Then, the slices were incubated with primary TH antibody (Sigma-Aldrich, T1299) and primary GFAP antibody (Millipore, MAB360) at 4 °C overnight and then with the corresponding secondary antibody, and the results were visualized by the DAB reaction. For Nissl staining, slices were stained in 0.1% cresyl violet acetate solution (0.1 g cresyl violet in 99% H_2_O and 1% acetic acid) for 30 min at room temperature. Then, slices were dehydrated with ethanol and xylene. Stereo Investigator software was used to image and count the number of positive cells under the microscope (Olympus BX51).

### Ultra high-performance liquid chromatography (UHPLC)

MPP^+^, monoamines and amino acids were measured using UHPLC. Blood plasma samples were collected in heparin (100 U ml^−1^) pretreated tube and centrifuged at 1500 × *g* for 10 min. The supernatant was mixed with 2 M perchloric acid (10 μl supernatant in 100 μl perchloric acid). The mixture was vortexed immediately, treated by ultrasonic and centrifuged at 20,000 × *g* for 30 min. Then the supernatant was collected for measuring. Tissue samples were homogenized with 0.1 M perchloric acid (1 mg tissue in 100 μl perchloric acid), treated by ultrasonic and centrifuged at 20,000 × *g* for 30 min. Then the supernatant was collected for measuring. Both blood plasma and tissue samples were analyzed by Thermo Fisher UHPLC-UV system with Hypersil GOLD VANQUISH C18 UHPLC columns. For MPP^+^ quantification, the mobile phase is KH_2_PO4 (50 mmol l^−1^, pH 3.2): acetonitrile = 85:15 with flow rate of 1 ml min^−1^. Samples were monitored by an ultraviolet detector at 245 nm wavelength. For monoamines quantification, the mobile phase is a mixed solution consisting of OSA (1.7 mM), NaH_2_PO_4_·2H_2_O (90.0 mM), C_6_H_8_O_7_·H_2_O (50.0 mM), EDTA·2Na (50.0 μM) and 5% acetonitrile with the flow rate of 0.2 ml min^−1^. Samples were monitored by an electrochemical detector at 350 mV. For amino acids quantification, the mobile phase is Na_2_HPO_4_·12H_2_O (40 mM) and methyl alcohol with overall flow rate of 1 ml min^−1^. Samples were monitored by fluorescence detector at 328 nm excitation wavelength and 425 nm emission wavelength.

### Behavioral assays

Behavioral assays were performed 3 days after the final injection of MPTP or saline. For locomotor activity test, mice were placed in an activity monitor chamber (20 cm × 20 cm × 15 cm) to acclimatize for 15 min before the start of the test. The track of the mice was recorded in 5 min and the speed was calculated using Open field software (Clever Sys Inc., VA, USA). For rotarod test, mice were placed in a separate compartment on the rod and tested at 6 × *g* for 5 min before acclimatized to the rod with a fixed speed of 3.5 × *g* for 5 min for 2 consecutive days. The latency to fall was recorded using Rotarod Analysis System (Jiliang, Shanghai, China). For the pole test, mice were placed on the top of the wooden pole (diameter 1 cm, height 50 cm, rough surface). The time taken by the mice to reach the floor with its four paws was recorded as locomotion activity time T-total and the time taken by the mice to turn completely head downward was recorded T-turn time. Each mouse was accustomed to the apparatus on the day before testing. The test was performed three times to ensure accuracy.

### Statistics

Statistical significance was determined using GraphPad Prism 7; Student’s unpaired two-tailed t-test, one-way ANOVA or two-way ANOVA was conducted according to test requirements. *P < 0.05, **P < 0.01, and ***P < 0.001 were considered significant. The number of replicates and repeats of individual experiments and statistical tests is indicated in the legends.

### Reporting summary

Further information on research design is available in the Nature Research Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

Peer Review File

Description of Additional Supplementary Files

Supplementary Data 1

Supplementary Data 2

Supplementary Data 3

Reporting Summary

## Data Availability

The RNA sequenceing data that support the findings of this study have been deposited at the NCBI GEO data repository under accession number GSE143164. Source data underlying Figs. 1–6 and Supplementary Figs. 1–8 is available as a Source Data file. A detailed description of all statistical analyses performed for Figs. 1–6 and Supplementary Figs. 1–8, including a brief description for each figure, sample size, statistical tests performed, P values, post hoc test, and post hoc test *P* values were provided as a Source Data file. Other data that support the findings of this study are available from the corresponding author upon reasonable request.

## Source Data

Source Data

# Supplementary material for: Pyridoxine induces glutathione synthesis via PKM2-mediated Nrf2 transactivation and confers neuroprotection
**Source:** Nat Commun. 2020 Feb 18;11:941. doi: 10.1038/s41467-020-14788-x
**Supplement:** Supplementary file 3 — Description of Additional Supplementary Files

### **Description of Additional Supplementary Files**

**File name:** Supplementary Data 1

**Description:** RNA sequence data referring to Fig. 1g and Supplementary Fig. 2.

**File name:** Supplementary Data 2

**Description:** Label-free mass spectrometry data referring to Fig. 2a and Supplementary Fig. 3.

**File name:** Supplementary Data 3

**Description:** NanoDSF data referring to Fig. 5a.

How the deposited data were processed for this re-analysis (not part of the article)

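Gene expression was measured by RNA sequencing in astrocytes isolated with anti-ACSA-2 microbeads from the brains of 3-month-old mice given saline or quinpirole, with 3 libraries per group. The grouping came from the sample labels and from the column names of Supplementary Data 1. The authors sequenced paired-end reads, removed adaptors and low-quality reads, mapped the reads with TopHat2 and deposited 1 FPKM value per gene and library, that is, values already divided by transcript length and by library depth. The paper's text gives no version for TopHat2 and names neither the genome build nor the program that computed FPKM. For the 1996 genes compared with Supplementary Data 1, the largest relative difference from the deposited FPKM values was 4.9e-06, which is rounding.

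Gene identifiers were matched to symbols through an annotation table (17090 of 17193 matched), and positions, exonic lengths and transcript sequences were taken from GENCODE M21 on GRCm38, which need not be the annotation behind the FPKM values. The qRT-PCR primers printed in the paper for G6pdh and Gsr1 matched transcripts of *G6pdx* and *Gsr*, which is how those names were read. For the genes of Fig. 1h and Fig. 1i, the genes of the paper's mechanism, the astrocyte markers and the 10 genes chosen by p, the share of the longest transcript that also occurs in transcripts of other genes was counted in words of 50 bases.

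No counts were recorded in the tables, so depth was estimated from the steps of the lowest values, between 22300000 and 27700000 fragments per library. The estimate was tested on simulated data first. Counting error alone was smaller than the differences between libraries. Over 680 genes with 1 transcript and a mean of at least 50 estimated fragments, the median chi-square for a pair of libraries was 2.38 to 3.82 times the chance value within the saline group, 2.71 to 3.17 times within the quinpirole group and 4.50 to 6.85 times between the groups, so no pair of libraries differed by as little as sampling noise. The comparison covers well-measured genes and does not bear on weakly expressed ones.

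Tests were made on log2(FPKM + 1) for the 12255 genes with a mean FPKM of at least 1 over the 6 libraries, with limma 3.58.1 in R 4.3.3 (lmFit and eBayes with trend, two-sided, Benjamini-Hochberg adjustment, threshold 0.05). Gene lists were tested with fgsea 1.28.0 (fgseaSimple, weight 1, 10000 permutations of genes) on the signal-to-noise ratio of the FPKM values, with each SD set to at least 0.2 of the mean. A score per library was the mean z-score of a list, compared by a two-sided exact permutation test, whose smallest possible p is 0.1 for 3 libraries against 3. On simulated data with 200 of 12255 genes changed by 1 on the log2 scale, 185 of the 200 were recovered and 8 unchanged genes were called. With a simulated length trend and no changed gene, 65 of 12255 genes were called before the length correction and 0 after it.

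The tests, the gene lists and the alternatives were fixed before the data were examined, apart from the corrections for transcript length and GC content, the quantile-normalized enrichment scores, the comparison of depth between the groups, the joint test of the marker lists and the comparison of the number of genes between splits of the libraries, which were added afterwards. For these corrections, each library's deviation of log2(FPKM + 1) from the mean of the gene was fitted by loess (span 0.3) on log2 exonic length or on the GC content of the longest transcript, and the fit was subtracted. A true change related to length would be removed as well. The alternatives fixed beforehand were a pseudocount of 0.1, no filter or a minimum mean FPKM of 5, scaling to a common median ratio, quantile normalization, a replicate block, eBayes without trend or with robust estimation, other rankings and tests for gene lists, other lists of Nrf2 targets, a minimum change of 1.5 times and the omission of each library in turn. The pairing used for the replicate block rests on the replicate numbers of the labels, which are shared by different mice. Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9 were used for tables and figures.

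The genes named in the text are the 14 genes of Fig. 1h, the 8 genes of Fig. 1i, genes of the paper's mechanism and astrocyte isolation, cell-type markers, and the 5 higher and 5 lower genes with the smallest p among genes past the threshold whose quinpirole values all lay on one side of the saline values. *Drd1* and *Cldn5* were not analysed here.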

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

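The paper's text names none of the 10 genes below and does not mention the 2 gene lists, although *Cycs* and the mitochondrially encoded genes belong to electron transport, a pathway of Fig. 1g, and Supplementary Data 1 gives values of single genes such as *Abca1*. The tests of transcript length and of GC content were chosen only after the data had been seen. The 10 genes are the 5 higher and the 5 lower genes with the smallest p among the genes past the threshold whose libraries did not overlap between the groups, a separation seen for 36.9% of the 12255 genes tested against 10% by chance.

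Among the 5 higher genes, *Apoo*, a component of mitochondrial cristae, had a log2 fold change of 0.83 (adjusted p = 0.00328, limma), from 10.5 to 19.4 FPKM. *Gm14434* had a log2 fold change of 1.09 (adjusted p = 0.0095), *Tmsb10* of 0.33, *Rbm3* of 0.47 and *Cycs* of 0.35, the last 3 each with an adjusted p of 0.0215. Among the 5 lower genes, the complement gene *C3* had a log2 fold change of -0.74 (adjusted p = 0.00209), from 87.3 to 52.0 FPKM, followed by *Abca1* (-0.55), *Leng8* (-0.53), *Nwd1* (-0.35) and *Plxnb1* (-0.39), each with an adjusted p of 0.0215. Each gene was higher, or lower, in 3 of 3 quinpirole libraries than in every saline library. After the correction for transcript length, 10 of the 10 genes were past the threshold in the same direction, and after the correction for GC content also 10 of the 10. After both corrections together, 9 were, with *Nwd1* no longer past it. With single libraries left out, the number past the threshold in the same direction ranged from 2 (*Apoo* and *C3*, without saline 2) to 10. Both corrections together left log2 fold changes of 0.66 for *Apoo*, 0.96 for *Gm14434*, 0.25 for *Tmsb10*, 0.41 for *Rbm3* and 0.25 for *Cycs*. For the lower genes they left -0.71 for *C3*, -0.46 for *Abca1*, -0.46 for *Leng8*, -0.21 for *Nwd1* and -0.25 for *Plxnb1*. These values argue against the fitted trends with length and GC content as the whole source of the change in these 10 genes. Because the genes were selected for their small p, the counts cannot separate chance or another bias from a response. Reads shared with paralogs or pseudogenes were weighed by sequence. Of the 10 genes, 1 has at least 50% of its longest transcript in transcripts of other genes, namely *Gm14434* with 100%, so its FPKM is uncertain. The share was 45.9% for *Apoo*, 43.5% for *Tmsb10*, 28.2% for *Cycs* and 13.6% for *Rbm3*, and 0.0% for the 5 lower genes.

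The 82 tested ribosomal protein genes had a normalized enrichment score of 3.10 (p = 2.83e-04, the smallest the permutations of genes could give), and 81 of them were higher after quinpirole, with a median log2 fold change of 0.22 against 0.02 for all genes. With quantile normalization 69 of the 82 were higher and the median was 0.10. The p was 2.82e-04 after the length correction and 3.83e-04 after the GC correction, again the smallest possible, so these p-values cannot show how much of the shift each correction removed. The median fell to 0.12 with the length correction, under which 69 of the 82 genes were higher. The GC correction did not move it (0.22). The 13 mitochondrially encoded genes had a score of 2.49 (p = 2.21e-04, the smallest possible by permutation of genes), with all 13 higher and a median of 0.27. Their p was 0.00447 after the length correction and 2.46e-04 after the GC correction, but 0.0986 (score 1.41) after both together. For both lists, 1 of the 4 splits of the 6 libraries that part all 3 same-numbered pairs, the real one, gave a score as large. For the ribosomal protein genes, however, another of the 4, with saline 3 grouped with quinpirole 1 and 2, gave 3.07 against 3.10. With 4 such splits, or 10 in all, chance cannot be excluded, so a response to quinpirole is a hypothesis that these tests leave open.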

How the results depend on the processing

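The number of genes past the threshold depended strongly on the processing. Against 1339 genes in the test as designed, it was 633 with no filter on low values, 783 with quantile normalization, 714 with eBayes without trend and 38 with a change of at least 1.5 times required. It was 490 with the transcript length correction and 319 with the transcript length and GC content correction, both added after the data had been seen. Leaving out single libraries gave from 3 to 1182 genes across 6 fits, with the lowest value without saline replicate 2 and the highest without saline replicate 3, while between 2883 and 3912 genes had an unadjusted p under 0.05. The other alternatives, a pseudocount of 0.1, a minimum mean FPKM of 5, the median ratio scaling, robust estimation and the GC content correction, gave between 1284 and 1549 genes. Of the genes past the threshold, 52.6% were higher after quinpirole in the test as designed, 36.1% with quantile normalization (283 higher, 500 lower), 48.8% with the median ratio scaling, 41.0% with eBayes without trend and 18.4% with a change of at least 1.5 times required. The cause of these differences was not tested, apart from gene length.

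With the replicate block, 2 genes were past the threshold, and 0 with the replicate block and the transcript length correction together, while 3308 and 2728 genes had an unadjusted p under 0.05. Same-numbered libraries come from different mice, and the mean correlation of their deviations from the group means was -0.05, compared with 0.02 for libraries with different numbers, so the numbers do not pair the libraries. In simulated data with 200 of 12255 genes changed by 1 on the log2 scale, the blocked test recovered 183 of the 200. In the real data, 38 of the 1339 genes changed by at least 1.5 times. The simulation therefore does not show how many changes of the size seen here the blocked test would find.

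The enrichment score for the Nrf2 targets was positive under every alternative run that gives a score, from 1.01 to 1.85. Camera gives no score. By permutation of genes, it was past p = 0.05 with ranking by limma's moderated t (1.66), with the replicate block with ranking by limma's moderated t (1.53, p = 0.042), with the 8 genes of Fig. 1i (1.65) and with the 24 other genes described as Nrf2 targets (1.85). Leaving out single libraries gave scores from 1.01 to 1.20. The score per library kept its direction under every alternative run, with differences from 0.48 to 1.18. The exact sign-flip test of the 3 same-numbered differences gave p = 0.25, the smallest it can give.

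Among the log2 fold changes of the 32 named genes tested, 338 of 448 values under the alternatives kept their direction and their side of the threshold, 86 lost significance, 6 gained it and 18 changed sign. With quantile normalization, the sign changed for *G6pdx* (-0.04), *Gpx4* (-0.00), *Nfe2l2* (-0.01) and *Pkm* (-0.15), of which *Pkm* alone was past the threshold (adjusted p = 0.0448 from limma, the lowest of its alternatives, which reached 0.905). With the transcript length correction it changed for *Abcc1* (0.04) and *G6pdx* (-0.04), and with the GC content correction for *Gclm* (-0.01) and *Keap1* (0.00). With the length and GC corrections together it changed for *Abcc1* (0.05), *G6pdx* (-0.03) and *Keap1* (0.03). Across the fits that each left out one library, the log2 fold change ranged from -0.01 to 0.05 for *G6pdx*, from -0.07 to 0.03 for *Keap1* and from -0.06 to 0.11 for *Grk6*. A test that needs read counts, DESeq2, was not run because the deposited values are FPKM. Genes with a mean FPKM under 1, among them *Drd2* and *Gsta1*, were not in the test as designed.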

Differences from the paper's values

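The mean FPKM values of the named genes that could be compared with Supplementary Data 1 did not differ from the paper's. The paper states that gene set enrichment analysis showed an increase of Nrf2 targets after DRD2 activation. Here the enrichment score of the 14 genes of Fig. 1h was 1.16 (p = 0.269, permutation of genes). By permutation of genes, and among the alternatives set before the data were examined, the score was past p = 0.05 with ranking by limma's moderated t (1.66, p = 0.0162), with the replicate block with ranking by limma's moderated t (1.53, p = 0.042), with the 8 genes of Fig. 1i in place of the 14 (1.65, p = 0.0186) and with the 24 other genes described as Nrf2 targets (1.85, p = 0.00185), and not under the others. None of the corrections for length and GC content or the quantile normalization, chosen after seeing the values, took the 14 genes past p = 0.05 by permutation. The gene set used for Fig. 1g is not named in the paper's text, so it was not used here.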

Other observations

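The tests of transcript length, of GC content, of depth, of marker genes and of the splits for the number of genes were chosen only after the data had been seen.

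Genes with short transcripts tended to be higher, and genes with long transcripts lower, after quinpirole. Genes past the threshold had a median exonic length of 2684 nucleotides when higher and 9158 when lower, against 4521 for all genes tested. One candidate explanation is a technical length effect that varies from library to library, such as a difference in RNA integrity or fragment selection, which the tables do not record. If so, libraries of the same group should differ in the same manner. Across genes, which are not independent replicates, the largest correlation of length with the log2 ratio of 2 libraries of one group had a size of 0.332 (saline 2 and saline 3), 0.82 of the median of 0.404 between libraries of different groups. Of the 6 pairs of one group, 4 had a size of at least 0.3 (-0.323 for saline 1 and 3, -0.332 for saline 2 and 3, -0.327 for quinpirole 1 and 2, and 0.304 for quinpirole 2 and 3) and the other two had almost none (-0.034 for saline 1 and 2, -0.003 for quinpirole 1 and 3), whereas the 9 pairs of different groups all had one sign, from -0.199 to -0.516. A trend of this kind was therefore present between some mice given the same treatment, which is consistent with this explanation but does not exclude a part that follows the treatment. Ribosomal protein and electron transport genes alone did not account for the trend, since leaving them out kept 0.98 of the correlation (-0.465 against -0.475). A response of long and short genes to quinpirole cannot be told apart from the technical effect with 3 libraries per group.

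Transcript length may account for many of the 1339 genes past the threshold, since 490 were past it after the length correction, but not for all of them. Genes with an unadjusted p under 0.05 from limma fell less, from 3839 to 3155, so the size of the drop depends on the threshold. GC content was tested in the same way and left 1284 genes past the adjusted threshold. Scaling to a common median ratio, which would correct for a few genes taking a larger share of the FPKM, left 1292 past it. The estimated depths overlapped between the groups (two-sided exact permutation p = 0.50). The smallest p of that test is 0.1 for 3 libraries against 3, so it cannot exclude a difference in depth. The number of genes listed at 0 did not overlap, with 1181 to 1235 in saline libraries and 1314 to 1476 in quinpirole libraries. Of 5 lists of markers of other cell types with at least 3 tested genes, 0 shifted at an adjusted p under 0.05 (smallest p = 0.424 by permutation of genes, 0.752 adjusted over the lists), although lists this short can show only large shifts. Single markers did pass the threshold, namely *Stmn2* with a log2 fold change of 0.22 (adjusted p = 0.0322, limma) and *Olig1* with 0.15 (adjusted p = 0.049, limma). After the length correction *Stmn2* was still past it (0.24) and *Olig1* was not (0.05). Of the 4 splits of the 6 libraries that part all 3 same-numbered pairs, 1, the real one, gave as many genes. The other 3 of these gave at most 3 genes, and the 6 splits that part 1 pair gave at most 4. Chance cannot be excluded with so few splits.

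For the 14 Nrf2 targets, the enrichment by moderated t had p = 0.0162 without and p = 0.0897 with the length correction, both by permutation of genes, so transcript length may contribute to it. Of the 4 splits that part all 3 pairs, 2, the real one included, gave an enrichment score by signal-to-noise ratio of at least that size, and splits that part 1 pair reached 1.26 and 1.33 against 1.16. The 24 other Nrf2 targets had p = 0.00626 by moderated t after the length correction and 0.187 by signal-to-noise ratio with quantile normalization, both by permutation of genes. For the nuclear electron transport genes, the pathway of this kind in Fig. 1g, p was 5.64e-04 after the length correction and 3.85e-04 after the GC correction, both by permutation of genes. The length correction lowered the median log2 fold change from 0.17 to 0.06, and the GC correction did not move it (0.17), so its p, the smallest possible, says little about GC content. Of the 4 splits, 2, the real one included, gave as large a score. Over all 10 splits, the only other one to do so put saline 3 with quinpirole 1 and 2 (2.84 against 2.67). The score of this list therefore cannot tell the grouping by treatment apart from that one.

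The paper reports an increase of *Gclc* and *Gclm* after quinpirole in primary astrocytes. It also measured both in the striatum of mice given quinpirole (Fig. 6b, c). In the isolated astrocytes analysed here, the log2 fold changes of *Gclc* and *Gclm* were -0.02 and 0.02. Among the other genes of Fig. 1i, *Gpx4* rose from 608 ± 19.9 FPKM (SD, n = 3) to 694 ± 14.6 FPKM, with a log2 fold change of 0.19 (adjusted p = 0.0325, limma), which was 0.08 after the length correction and -0.00 with quantile normalization, and 61.7% of its longest transcript also lies in transcripts of other genes. *Gsta1* was listed at 0 in 5 of the 6 libraries and at 0.0976 FPKM in quinpirole library 1. Transcripts of other genes hold 89.7% of its longest transcript, and the paper's primers for it also matched *Gsta2*, *Gm10639* and *Gm3776*, so its FPKM is uncertain.

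The paper reports no change of Nrf2 expression after DRD2 activation, from immunoblots of primary astrocytes (Fig. 1j). The measure here was mRNA in cells from treated mice, so it does not repeat that protein result. *Nfe2l2*, which encodes Nrf2, had 98.1 ± 4.41 FPKM (SD, n = 3) after saline and 103 ± 0.597 FPKM after quinpirole. Its log2 fold change was 0.07 (adjusted p = 0.288, limma). The log2 fold changes were -0.01 for *Keap1*, 0.04 for *Pkm*, -0.26 for *Arrb1* (adjusted p = 0.0709) and 0.08 for *Arrb2*. *Drd2* had 0.0947, 0 and 0.104 FPKM in saline libraries 1 to 3 and 0.0972, 0.0239 and 0 FPKM in quinpirole libraries 1 to 3.

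Among astrocyte markers, the mean FPKM after saline was 528 for *Gfap*, 178 for *Atp1b2*, 173 for *Aldh1l1*, 323 for *Aldoc* and 205 for *Slc1a3*, but 8.1 for *Slc1a2* and 0.168 for *Gjb6*. After quinpirole, *Atp1b2* had a log2 fold change of -0.19 (adjusted p = 0.0382, limma) and *Slc1a2* of -0.42 (adjusted p = 0.0297), and after the length correction the log2 fold changes were -0.22, still past the threshold, and -0.27, no longer past it. The adjusted p of *Atp1b2* ranged from 0.0265 to 0.125 over the alternatives. Among markers of other cells, the mean FPKM after saline was 206 for *C1qa* and 56.2 for *Csf1r* (microglia), 263 for *Olig1* (oligodendrocyte precursors), 54.5 for *Stmn2* (neurons) and 125 for *Foxj1* (ependymal cells), whereas *Snap25* (neurons) had 0.0587, *Mog* (oligodendrocytes) 0.0107 and *Pecam1* (endothelial cells) 0.0435. Markers of one cell type differed widely, since *Cnp*, another oligodendrocyte marker, had 160, and of the other precursor markers *Olig2* had 45.7, *Pdgfra* 0.656 and *Cspg4* 1.67. *Acta2* and *Vim*, chosen after their values had been seen, had 2590 and 2721 FPKM.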
